# Modulation of Aub–TDRD interactions elucidates piRNA amplification and germplasm formation

**DOI:** 10.26508/lsa.202000912

**Published:** 2020-12-29

**Authors:** Nicholas Vrettos, Manolis Maragkakis, Panagiotis Alexiou, Paraskevi Sgourdou, Fadia Ibrahim, Daniel Palmieri, Yohei Kirino, Zissimos Mourelatos

## Abstract

Aub guided by piRNAs ensures genome integrity by cleaving retrotransposons, and genome propagation by trapping mRNAs to form the germplasm that instructs germ cell formation. Arginines at the N-terminus of Aub (Aub–NTRs) interact with Tudor and other Tudor domain–containing proteins (TDRDs). Aub–TDRD interactions suppress active retrotransposons via piRNA amplification and form germplasm via generation of Aub–Tudor ribonucleoproteins. Here, we show that Aub–NTRs are dispensable for primary piRNA biogenesis but essential for piRNA amplification and that their symmetric dimethylation is required for germplasm formation and germ cell specification but largely redundant for piRNA amplification.

## Abstract (precis)

N-terminal Aub arginines are dispensable for primary piRNA biogenesis but essential for amplification; their symmetric dimethylation is required for germline inheritance but not for piRNA amplification.

## Introduction

PIWI proteins belong to the Argonaute family of RNA binding proteins; they are expressed in the germline of all animals and bind to small RNAs termed (piRNAs) PIWI-interacting RNAs (1). A major and ancestral function of PIWI proteins and piRNAs is to suppress retrotransposons and viruses (1, 2, 3, 4). The PIWI domain of Argonaute proteins contains an RNAse-H fold that can cleave target RNAs complementary to their bound (guide) small RNA, whereas the PAZ domain binds and protects the 3′ end of the guide RNA (1). The N-terminus of PIWI proteins contains arginines (NTRs) that are symmetrically dimethylated (sDMA) by protein arginine methyltransferase 5 (PRMT5) (5), known as Capsuleen/Dart5 (Csul) in *Drosophila* (6, 7), and bind to Tudor domain–containing proteins (TDRDs) (8, 9, 10, 11, 12). Primary piRNAs are derived from long, single-stranded RNAs that are processed on the surface of mitochondria (1). PIWI proteins are intimately involved in piRNA biogenesis by using their MID domain to bind the 5′ phosphate of longer piRNA precursors, protecting a ∼26- to 30-nucleotide fragment that will give rise to the mature piRNA, and positioning the Zucchini endonuclease to cleave the precursor right downstream of the PIWI footprint (13, 14, 15). A second PIWI protein may use the newly created 5′ end of the precursor to generate another phased (trailing) piRNA, and the process may be repeated until the entire precursor RNA is converted to piRNAs (13, 14, 15, 16). The initial cut of the piRNA precursor is often generated by piRNA-guided cleavage (17).

*Drosophila melanogaster* expresses three PIWI proteins termed Aubergine (Aub), Piwi, and Ago3 (18, 19, 20, 21). Most primary piRNAs are derived from piRNA clusters, which contain sequence fragments of retrotransposons, often arranged in an antisense orientation, as a form of molecular memory of past retrotransposon activity (20). Piwi-bound piRNAs are imported to the nucleus where Piwi functions in chromatin silencing of nascent transposon transcripts (1, 22). In cytoplasmic, perinuclear structures known as nuage, Aub–piRNAs target and cleave transposons, and the piRNA response is amplified by successive rounds of Aub and Ago3 interactions, in a process known as heterotypic ping-pong (1, 20, 21, 22). The Krimper (Krimp) TDRD is essential for piRNA amplification by assembling a complex of methylated Aub bound to piRNAs that are antisense to transposons and nonmethylated Ago3 that receives the Aub-generated, cleaved, retrotransposon products to form sense piRNAs. Ago3 is then methylated and presumably released from Krimp (22, 23, 24). The DEAD box protein Vasa (Vas) facilitates transfer of cleaved piRNA precursors during heterotypic ping-pong (25), whereas homotypic Aub–Aub ping-pong is suppressed by Qin (Kumo) (26, 27).

During *Drosophila* oogenesis, germline mRNAs in the form of ribonucleoproteins (mRNPs) assemble at the posterior of the oocyte to form germ granules in a specialized cytoplasmic structure known as germ (pole) plasm. The germplasm is transmitted to the embryo and, its mRNPs are necessary and sufficient to induce the formation of primordial germ cells (PGCs, germ stem cells) from undifferentiated cells (28, 29). Genetic studies have identified factors that are critical for germplasm formation and among them are Tudor (Tud), a large protein containing 11 TUD domains (30, 31), Aub (19) and Csul (6, 7). sDMAs in Aub N-terminus, generated by Csul, are required for germplasm assembly in vivo (5) via interactions with Tud (9, 10). Structural studies have shown that extended TUD domains (eTUD) of Tud specifically recognize sDMAs and surrounding Aub backbone and support a multivalent Aub–Tud interaction (32, 33, 34). Aub-bound piRNAs tether and trap mRNAs to the germplasm in a Tud-dependent manner to form the germline mRNPs that are essential for PGC specification (35) and piRNA inheritance, which will initiate piRNA biogenesis and transposon control in the germline of the offspring (36).

Here, we report that the dual role of Aub in transposon control and germline mRNP formation is orchestrated by Aub–NTRs and their methylation status. We find that Aub–NTRs are dispensable for primary piRNA biogenesis but essential for piRNA amplification and that their symmetric dimethylation is required for germplasm formation and germ cell specification but largely redundant for piRNA amplification.

## Results

### Arginine (R) to lysine (K) mutation in Aub is a new hypomorphic allele

We engineered an *aub* mutant by replacing the four arginine residues (R11, R13, R15, and R17) that are subjected to symmetrical dimethylation, with lysines (RK), and inserted three tandem HA epitopes (3xHA) at the N-terminus. A corresponding wild-type (WT) *aub* rescue construct was also created (Fig 1A). The RK mutation in Aub abolishes direct interactions with Tud (9) and Krimp (24) but not Qin (Kumo) (27). Transgenes were recombined downstream of UASp promoter, and select WT and RK lines were expressed by *nos*-Gal4-VP16 germline–specific driver under a heteroallelic *aub* null background (*QC42/HN2*) (Fig S1A and B). Thus, the only source of Aub in these flies is from the HA-tagged transgene. To examine Aub methylation, we performed anti-HA immunoprecipitations (IP) and probed the immunoprecipitates on Western blots (WBs) with SYM11, an antibody that specifically recognizes sDMAs. As shown in Fig 1B, SYM11 reactivity is lost specifically in *aub*^*RK*^, consistent with R11, R13, R15, and R17 being the main arginines in Aub that are subject to symmetric methylation. We find equivalent protein levels of Aub, Ago3, Piwi, Tud, and Vas between *aub*^*WT*^ and *aub*^*RK*^ ovaries (Fig 1C). Females from *aub* mutants exhibit low fecundity rates and carry egg chambers with severe axonal defects, and embryos laid by *aub* mothers arrest before gastrulation and never form PGCs (19, 37). We find that Aub^WT^ restores fecundity to normal levels, whereas the egg laying rate in *aub*^*RK*^ is improved compared with *aub* but lags behind that of *aub*^*WT*^ (Fig S1C). In *aub* and other piRNA pathway component mutants, dorsoventral defects appear as a result of inadequate Grk signaling from dorsal follicle cells (38). We find, by immunofluorescent microscopy (IF), that Grk levels and localization pattern appear normal in stage 9-10 *aub*^*RK*^ egg chambers (Fig S1D). More than 60% of embryos laid by *aub*^*RK*^ mothers do not display dorsal appendage abnormalities and are similar to *aub*^*WT*^ (Fig S1E and Table S1). Nevertheless, only 4% of them are able to complete development, but in all cases, the adult offspring are devoid of germline (Table S2, see below). These findings show that unlike the severe germline defects of Aub loss of function, *aub*^*RK*^ flies lay adequate amount of eggs in the first week of maturity, do not display body axis pattern defects, and express piRNA pathway proteins at normal levels. The Aub^RK^ protein itself does not have toxic/gain of function properties, as it does not affect viability or fertility of flies when expressed alongside endogenous Aub.

Table S1 Majority of embryos laid by *aub^RK^* females display normal dorsal appendages.

Table S2 Adult offspring from *aub^RK^* mothers are always agametic.

**Figure 1.**
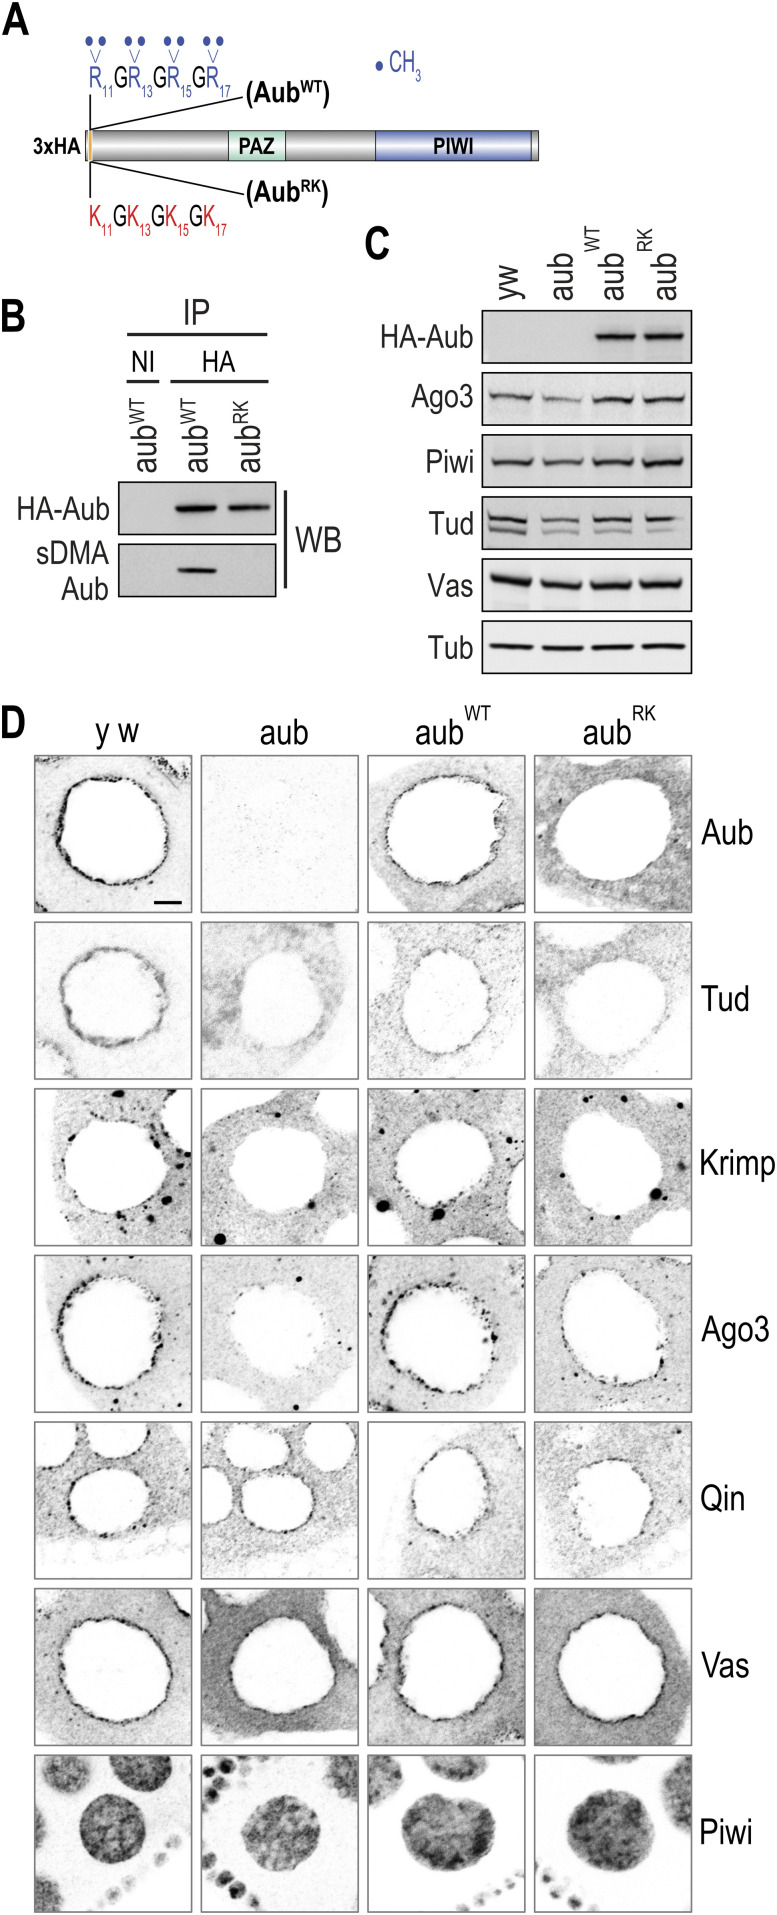
Aub, Tud, and Krimp do not localize to nuage in *aub*^*RK*^. **(A)** Schematic representation of wild type (WT) and arginine to lysine (RK) Aub constructs. **(B)** Western blot detection of immunoprecipitated Aub from ovary lysates of indicated genotypes. *aub*^*WT*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*WT*^, *aub*^*RK*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*RK*^. NI, nonimmune serum, sDMA-Aub is detected with SYM11 antibody. **(C)** Western blot analysis in ovary lysates from indicated genotypes. *y w* = *y*^*1*^ *w*^*1*^, *aub* = *aub*^*HN2/QC42*^. Tub serves as loading control. **(D)** Color-inverted confocal images depicting the localization pattern of indicated proteins (grey) in stage 4–7 egg chambers from indicated genotypes. Scale bar = 5 μm. Source data are available for this figure.

**Figure S1.**
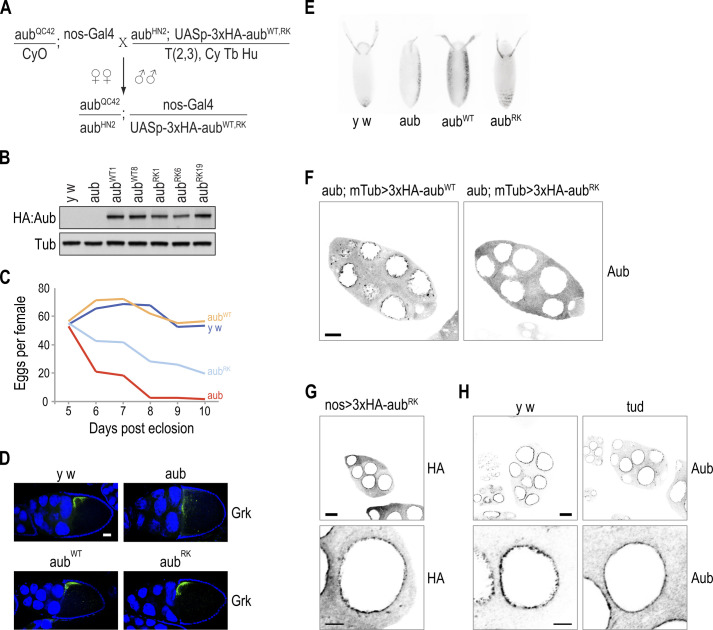
*aub*^*RK*^ is a hypomorphic mutant. **(A)** *Drosophila* mating scheme for producing offspring that express *aub*^*WT*^ or *aub*^*RK*^ transgenes under *nos* promoter in *aub* null background. **(B)** Western blot detection of HA-tagged Aub^WT^ or Aub^RK^ in ovary lysates prepared from select transgenic flies. Tub serves as loading control. **(C)** Fecundity rate per female in flies aging from 5 to 10 d, from the indicated genotypes. *y w* = *y*^*1*^ *w*^*1*^, *aub* = *aub*^*QC42/HN2*^, *aub*^*WT*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*WT*^, *aub*^*RK*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*RK*^. **(D)** Confocal images of Grk localization (green) in stage 10 egg chambers from indicated genotypes. Nuclei are stained with DAPI (blue). Scale bar = 25 μm. **(E)** Dorsal appendage morphology of embryos laid by mothers of indicated genotype. **(F)** Color-inverted confocal images of Aub localization (grey) in stage seven egg chambers. Transgenes are expressed by the maternal alpha-tubulin promoter in *aub* background. Scale bar = 15 μm. **(G)** Color-inverted images of Aub^RK^ localization (grey), through HA epitope, in a stage five egg chamber in *aub*^*+*^ background. Scale bars = 15 and 5 μm, respectively. **(H)** Color-inverted confocal images of Aub localization in stage seven egg chambers from indicated genotypes. *tud* = *tud*^*1/*^*Df*(*2R*)*Pu*^*rP133*^. Scale bars = 15 and 5 μm, respectively.

### Aub, Tud, and Krimp nuage localization is disrupted in *aub*^*RK*^

We next examined by IF the localization of relevant PIWI pathway proteins in ovaries from *y w* (wild-type), *aub*, *aub*^*WT*^, and *aub*^*RK*^ flies. We find that in the absence of endogenous Aub, and in contrast to Aub^WT^, Aub^RK^ does not localize to nuage, irrespective of which promoter drives transgene expression, *nanos* (Figs 1D and S2A) or *maternal* α-*tubulin* (Fig S1F). In the presence of endogenous Aub, Aub^RK^ localizes to nuage, although in a less granular fashion (Fig S1G), as previously reported (24), mimicking the localization pattern of endogenous Aub seen in nurse cells from *tud* null ovaries (*tud*^*1*^*/Df*(*2R*)*Pu*^*rP133*^) (Fig S1H). Similarly, Krimp and Tud do not localize to nuage in *aub*^*RK*^ ovaries, with Krimp aggregating in cytoplasmic bodies (23) and Tud found diffusely in the cytoplasm (Figs 1D and S2A). In *aub*, Ago3 is absent from nuage and concentrates in Krimp bodies (23) (Figs 1D and S2A). Surprisingly, we find that Ago3 persists in nuage structures, although at lower levels than that in *aub*^*WT*^ (Figs 1D and S2A). The nuage localization of Qin and Vas and the nuclear localization of Piwi are unaffected in *aub*^*RK*^ (Figs 1D and S2A). These findings support roles for both Aub–NTRs and Aub RNA–binding capacity in nuage formation. In the presence of endogenous Aub, the RNA binding of Aub^RK^ is sufficient to recruit it to nuage structures nucleated by endogenous Aub, but Aub^RK^ does not properly condensate in granules as it does not associate with Krimp and likely other TDRDs. In the absence of endogenous Aub, Aub^RK^ alone is unable to build nuage structures, and Tud and Krimp are essentially absent from nuage.

**Figure S2.**
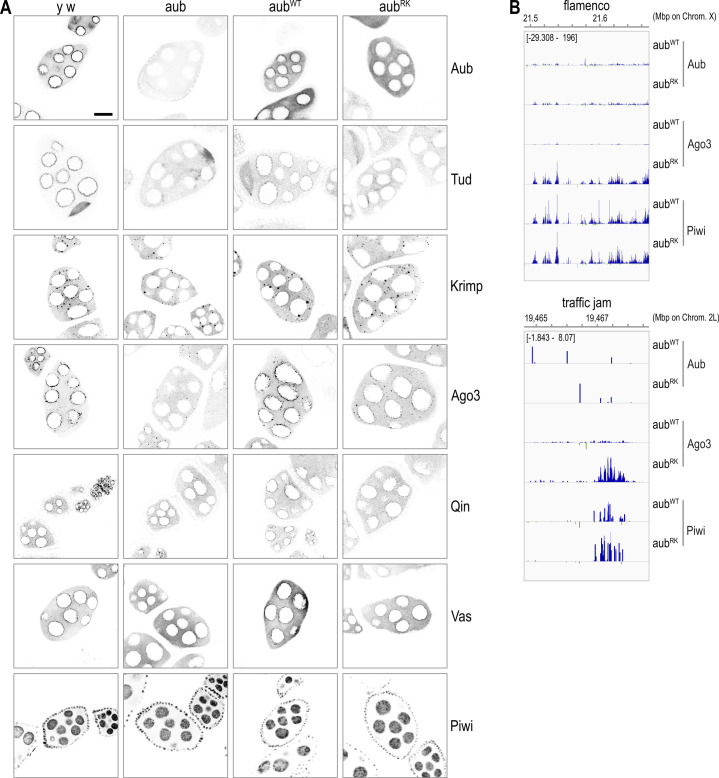
Aub, Tud, and Krimp nuage localization is disrupted in *aub*^*RK*^, while Ago3 enters the primary piRNA pathway. **(A)** Color-inverted confocal images of Aub, Tud, Krimp, Ago3, Qin, Vas, and PIWI localization (grey) in stage 4–7 egg chambers from indicated genotypes. Zoomed-out versions from specimens depicted in main Fig 1D. *y w* = *y*^*1*^ *w*^*1*^, *aub* = *aub*^*QC42/HN2*^, *aub*^*WT/RK*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*WT/RK*^. Scale bar = 15 μm. **(B)** Genome browser snapshot of normalized piRNA reads from Aub, Ago3, and Piwi libraries of indicated genotypes, mapping to *flamenco* and *traffic jam* loci. Plus and minus strand mapping piRNA reads are indicated with blue and green colors, respectively.

### Aub^RK^ is loaded with piRNAs, but piRNA amplification collapses

Next, we examined the piRNAs that are bound to Aub, Ago3, and Piwi in *aub*^*RK*^ and *aub*^*WT*^ ovaries. We performed IPs, extracted bound RNA from equivalent protein amounts, as determined by WB, and analyzed them by denaturing PAGE after 5′ end radiolabeling. We find in *aub*^*RK*^ that all PIWI proteins are loaded with piRNAs (Fig 2A). 

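Small RNAs bound to Aub, Ago3, and Piwi were sequenced from ovaries of flies aged 2 to 5 d that lack endogenous Aub and express an HA-tagged *aub* transgene, either wild type (*aub* WT) or with the N-terminal arginines replaced by lysines (*aub* RK). The 7 libraries comprised 1 for Aub and 1 for Ago3 in each genotype, 1 for Piwi in *aub* WT, and 2 for Piwi in *aub* RK. An Ago3 library from *y w* ovaries, which carry endogenous wild-type Aub, was made in the same way. Aub and Piwi were immunoprecipitated from 100 ovaries per sample and Ago3 from 150. The authors trimmed the 3′ adaptor, aligned the reads end to end to consensus transposon sequences with STAR, keeping the best-scoring alignments, and deposited counts per transposon and orientation without normalization. A read that matches several consensus sequences equally well can be counted on each of them. The Ago3 *aub* WT, Piwi *aub* WT, and second Piwi *aub* RK libraries carried an 8-nt random barcode, with which the authors removed PCR duplicates, and the others did not, so that for Ago3 the genotype and the adaptor changed together. The values used are read copies on 126 transposons. The totals on transposons were 26508021 read copies for Aub *aub* WT, 15076254 for Aub *aub* RK, 8798559 for Ago3 *aub* WT, 17211640 for Ago3 *aub* RK, 35451651 for Ago3 *y w*, 1992468 for Piwi *aub* WT, and 47217032 and 1338017 for the first and second Piwi *aub* RK libraries. Counts were scaled to CPM with the total on transposons as the library size, and abundances were compared as log2(CPM + 1) over the 123 transposons with a mean of at least 100 counts over the 12 libraries of the study. With 1 library per condition apart from Piwi *aub* RK, differences have no replicate check, and the pair of Piwi *aub* RK libraries gives the only spread between libraries of 1 condition. In the BDGP6 assembly, *aub* (FBgn0000146) lies on chromosome 2L from 10997819 to 11001476 on the minus strand, *piwi* (FBgn0004872) on chromosome 2L from 10982205 to 10987420 on the minus strand, and *AGO3* (FBgn0250816) on chromosome 3L from 23554593 to 23689640 on the plus strand. The authors aligned the reads to an earlier build, and no coordinates were combined.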

To further characterize these piRNA populations, we generated cDNA libraries followed by sequence by synthesis. We find that Aub piRNAs and Piwi piRNAs from *aub*^*RK*^ have similar nucleotide lengths (Fig 2B) and display the characteristic 5′ Uridine preference (1U) (39) (Fig 2C) as those from *aub*^*WT*^ indicating that primary piRNA biogenesis is intact and that the RK mutation does not impair piRNA loading to Aub. Ago3 piRNAs derived from sense retrotransposons after heterotypic ping-pong, display a 10^th^ nucleotide Adenosine bias (10A) (20, 21), and are typically trimmed at the 3′ end by the Nibbler (Nib) exonuclease (1, 40). We find that Ago3 piRNAs in *aub*^*RK*^ are longer by one nucleotide than those from *aub*^*WT*^ (Fig 2B), with marked reduction of 10A and increase of 1U (Fig 2C), indicating a drastic reduction of ping-pong amplification. 

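In the same libraries, lengths and nucleotide composition were not analysed here, and the orientation of the transposon-aligned read copies was. Ago3 piRNAs from *aub* WT were 56.2% sense (Wilson 95% interval 56.15 to 56.22) and those from *aub* RK were 31.1% sense (31.07 to 31.11), so that the sense share fell by 25.1 percentage points. The intervals cover counting error only, since PCR copies without molecular identifiers are not independent molecules, and the widest of the 12 libraries reached 0.0731 points to either side. The alternative that moved the difference most was the median over transposons, which fell by 14.4 points. Within the libraries made without a barcode, Ago3 piRNAs from *y w* were 48.1% sense, and the share in *aub* RK was lower, a difference of −17.0 points. Aub piRNAs were 29.8% sense in *aub* WT and 36.5% in *aub* RK, an increase of 6.65 points. Over single transposons the median change for Aub was 0.16 points. Piwi piRNAs were 26.7% sense in *aub* WT and 25.6% ± 1.28 (SD, n = 2) in *aub* RK, a difference smaller than this SD, which includes a change of adaptor between both *aub* RK libraries. Between the Piwi libraries with a barcode, the second *aub* RK library at 24.7% and *aub* WT, the difference was −1.995 points, larger than the SD.

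**Figure D1:**
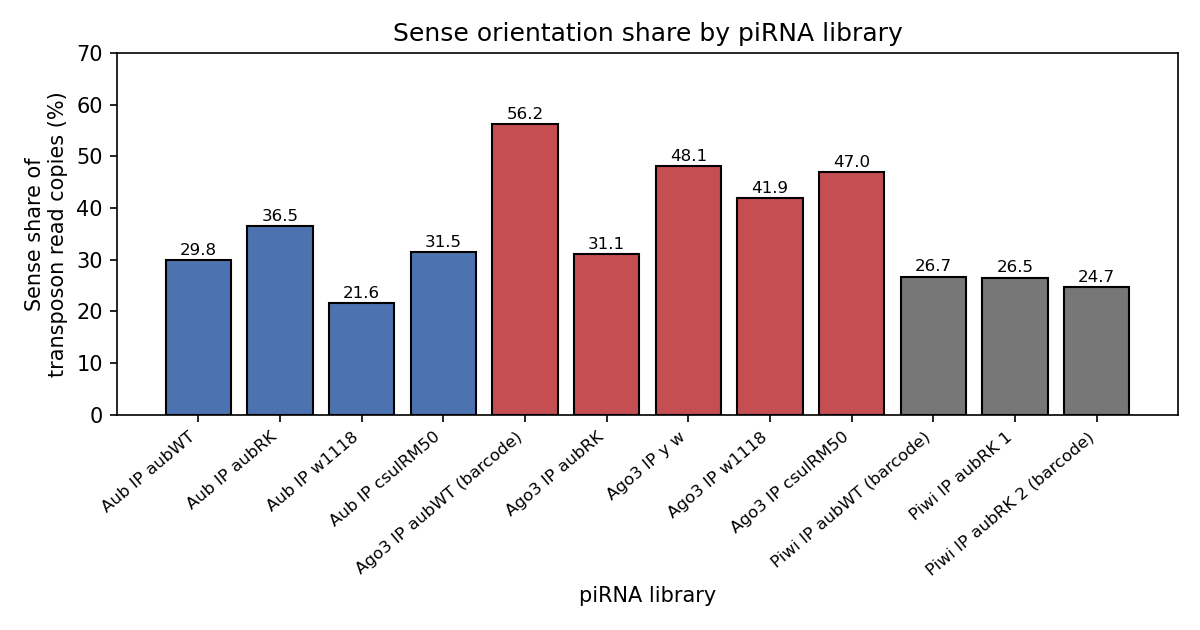
Bars give the sense share, in percent of transposon-aligned read copies, of each of the 12 piRNA libraries, with Aub in blue, Ago3 in red, and Piwi in grey. Among the Ago3 libraries the *aub* RK library is lowest at 31.1% and the *aub* WT library highest at 56.2%, and intervals of at most 0.0731 points to either side are too narrow to draw.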

Longer piRNA lengths have also been reported in *Drosophila tud* (8), *Nib* (40), and *papi* orthologues in silkworm (12, 41) and mouse (42). To further analyze the impact of *aub*^*RK*^ in heterotypic ping-pong and piRNA population shaping, we plotted the 5′-5′ position between Aub, Ago3, and Piwi piRNAs in *aub*^*RK*^ versus *aub*^*WT*^. As shown in Fig 2D, the 5′-5′ position between Aub and Ago3 piRNAs in *aub*^*WT*^ shows a peak at position 10 (blue line), consistent with robust Aub-Ago3 ping-pong, which is abolished in *aub*^*RK*^ (red line). Similar analysis between Ago3 and Piwi reveals the expected phasing signature of ∼27 nucleotides (40) of Piwi trailing piRNAs initiating downstream of Ago3 cleavage in *aub*^*WT*^, which is dramatically reduced in *aub*^*RK*^ (Fig 2D), although the lesser pathway of Aub-generated, Piwi trailing piRNAs is not affected (Fig 2D). The profound collapse of Aub–Ago3 ping-pong in *aub*^*RK*^ ovaries extends to all transposon classes (Fig 2E). 

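Ping-pong z-scores need the positions of piRNA 5′ ends, which were not analysed here, and the orientation was compared for each transposon. Among the 123 transposons with at least 50 read copies in both Ago3 libraries, the sense share was lower in *aub* RK than in *aub* WT for 95 and higher for 28. With *y w* as the reference, made with the same adaptor as *aub* RK, it was lower for 98 of 125. The largest falls were in TART-B (FBgn0004904), from 79.3% of 1695 read copies in *aub* WT to 35.9% of 15898 in *aub* RK, and in Tirant (FBgn0004082), from 74.6% of 1777 to 32.5% of 4417. In *y w*, Ago3 piRNAs of TART-B were 57.2% sense and those of Tirant 65.5%. The sense share rose most in frogger (FBgn0061513), from 33.7% of 508 read copies to 63.2% of 1087, and in R1-2 (FBgn0067405), from 13.3% of 2192 to 42.4% of 2357. The rise in R1-2 changed direction against *y w*, where R1-2 was 53.6% sense. TART-B shares its FlyBase identifier with TART-A and TART-C, and its reads can be shared with their consensus sequences.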

Collectively, our findings show that Aub–NTRs are dispensable for primary piRNA biogenesis, which takes place on the cytoplasmic surface of mitochondria, as Aub piRNAs in *aub*^*RK*^ are identical to those from *aub*^*WT*^. However, Aub^RK^ is unable to interact with Krimp and build the piRNA amplification complex in nuage that would recruit unloaded Ago3 to receive the products of transposon cleavage by Aub piRNAs. 

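Across the 123 transposons, the abundances of Aub piRNAs in *aub* RK and *aub* WT had a Spearman correlation of 0.959 and a Pearson correlation of 0.963. Transposons are not independent replicates, and no p-value was computed. The Spearman correlation between both Piwi *aub* RK libraries, the only pair of 1 condition, was 0.994. The abundance of Aub piRNAs differed by more than 2-fold for 22 transposons, 15 higher and 7 lower in *aub* RK, against 6 between the Piwi *aub* RK libraries. The split depended on the scaling, with 7 higher and 15 lower under TMM normalization, as the median log2 fold change of all transposons moved from 0.18 to −0.15. Relative to the median, TART-B rose by 3.36 and TART-A by 3.18 on the log2 scale, from 52.3 to 618 CPM for TART-B and from 1016 to 10404 for TART-A. Their identifiers are shared, and in the *y w* Ago3 library TART-B was also higher than in Ago3 *aub* WT, by 2.20 relative to the median of that pair. The largest falls, again relative to the median, were log2 changes of −1.52 for BS (FBgn0000224) and −1.50 for invader6 (FBgn0067385). For orientation, Aub piRNAs of blood (FBgn0000199) went from 31.7% sense of 483790 read copies to 87.4% of 530302, and those of Bari2 (FBgn0064134) from 68.9% of 238 to 6.43% of 140. The change in Bari2 was −62.5 points in read copies and −22.2 points with identical reads counted once, a setting chosen after seeing the data. From the lengths, 1U preference, and Aub piRNA population in *aub* RK, the paper concludes that primary piRNA biogenesis does not need the arginines of Aub. The paper states that without binding to Krimp the amplification complex is not built, and gives the loss of Aub–Ago3 ping-pong as the result.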

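The Ago3 *aub* RK library was compared with the Piwi and Aub libraries of the same genotype, and the values describe transposons, since reads on genomic piRNA clusters were not analysed here. Across the 123 transposons, Ago3 *aub* RK had a Spearman correlation of 0.995 with Piwi *aub* RK and 0.903 with Aub *aub* RK. In *aub* WT, Ago3 was closer to Aub, with a correlation of 0.965 against 0.891 with Piwi, but with sense read copies alone the order was reversed, 0.953 with Aub against 0.966 with Piwi. The *y w* Ago3 library, set against the Piwi and Aub libraries of *aub* WT, had correlations of 0.936 and 0.872, so that the order in wild type differed between these libraries when both orientations were summed. The gap between both correlations of Ago3 *aub* RK was 0.0927, and it narrowed most, to 0.0185, when sense read copies were used. Between Ago3 *aub* RK and the first Piwi *aub* RK library 1 transposon, P-element, differed by more than 2-fold. Between Ago3 *aub* RK and the second 5 did, which were G7, Tom1, frogger, mariner2, and transib3, with 10 to 77 read copies each in that Piwi library. Those not otherwise named by rule were named after their values were seen. Ago3 *aub* RK and Ago3 *aub* WT had a Spearman correlation of 0.891, and 59 transposons differed by more than 2-fold, 56 of them higher in *aub* RK and 3 lower (P-element, Rt1b, and gypsy12). Under DESeq2 size factors, 28 were higher and 30 lower, and the median log2 fold change moved from 0.78 to 0.02. With *y w*, which shares the adaptor of *aub* RK, as the reference, 13 were higher and 22 lower. The wild-type Ago3 libraries, *aub* WT and *y w*, themselves differed by more than 2-fold for 68. Relative to the median, Ago3 piRNAs of gypsy10 (FBgn0067387) rose by 2.77 and those of gypsy (FBgn0001167) by 2.68 on the log2 scale, and those of P-element (FBgn0003055) and Rt1b (FBgn0042682) changed by −1.96 and −1.91. P-element rested on 306 read copies in *aub* RK and 365 in *aub* WT, and with *y w* as the reference P-element changed direction, to 2.93 relative to the median, and gypsy was near the median, at 0.09. The *aub* transgenes were made by P-element–based transgenesis, and *y w* does not carry them. P-element had 62 read copies in Ago3 *y w* and 0 in Ago3 *w*, so its change against *y w* cannot be told apart from the transgene. The 6 transposons that the authors' files class as dominant in the soma took 4.77% of the read copies of Ago3 *aub* RK and 0.483% of Ago3 *aub* WT, against 2.11% of Ago3 *y w*. They took 6.05% ± 0.139 (SD, n = 2) of Piwi *aub* RK and 0.603% of Aub *aub* RK. For Piwi, *aub* RK and *aub* WT had a correlation of 0.972, and 14 transposons differed by more than 2-fold, 10 higher and 4 lower (X-element, rooA, flea, and Tom1) in *aub* RK. With the second *aub* RK library alone, which has a barcode as *aub* WT does, 9 were higher and 8 lower, and with the first alone 13 and 4. The largest changes in Piwi piRNAs were a rise of 2.28 in TART-B and 1.83 in TART-A relative to the median, and log2 changes of −1.65 in X-element (FBgn0042231) and −1.13 in rooA (FBgn0063394). Trailing piRNAs need 5′-end positions and were not analysed here.

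**Figure D2:**
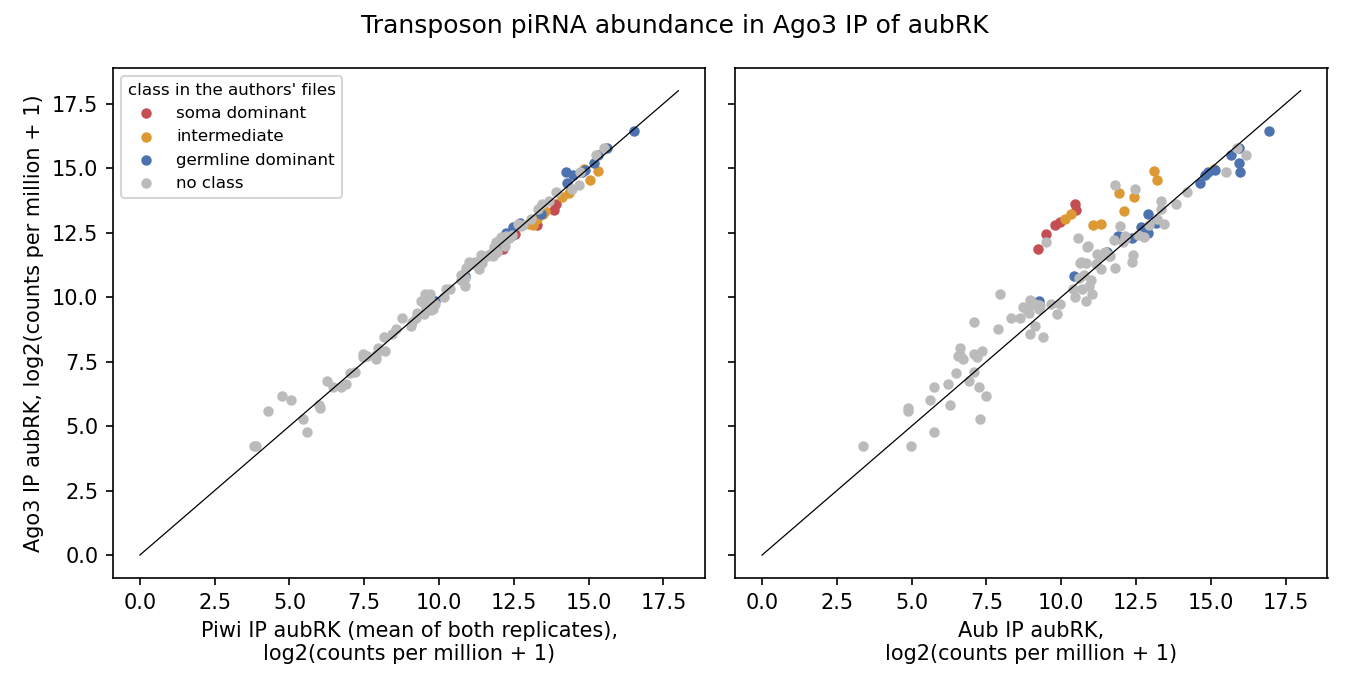
Each point is 1 of the 123 transposons, with its abundance in Ago3 *aub* RK on the vertical axis against Piwi *aub* RK (left, mean of both libraries) and Aub *aub* RK (right), all as log2(CPM + 1), and the line marks equal abundance. Points of the 6 soma-dominant transposons (red) lie near the line on the left and above it on the right.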

As a result, heterotypic Aub–Ago3 collapses, Ago3 enters the primary piRNA pathway (Fig S2B), and Piwi piRNA population is altered, as trailing piRNAs disappear.

**Figure 2.**
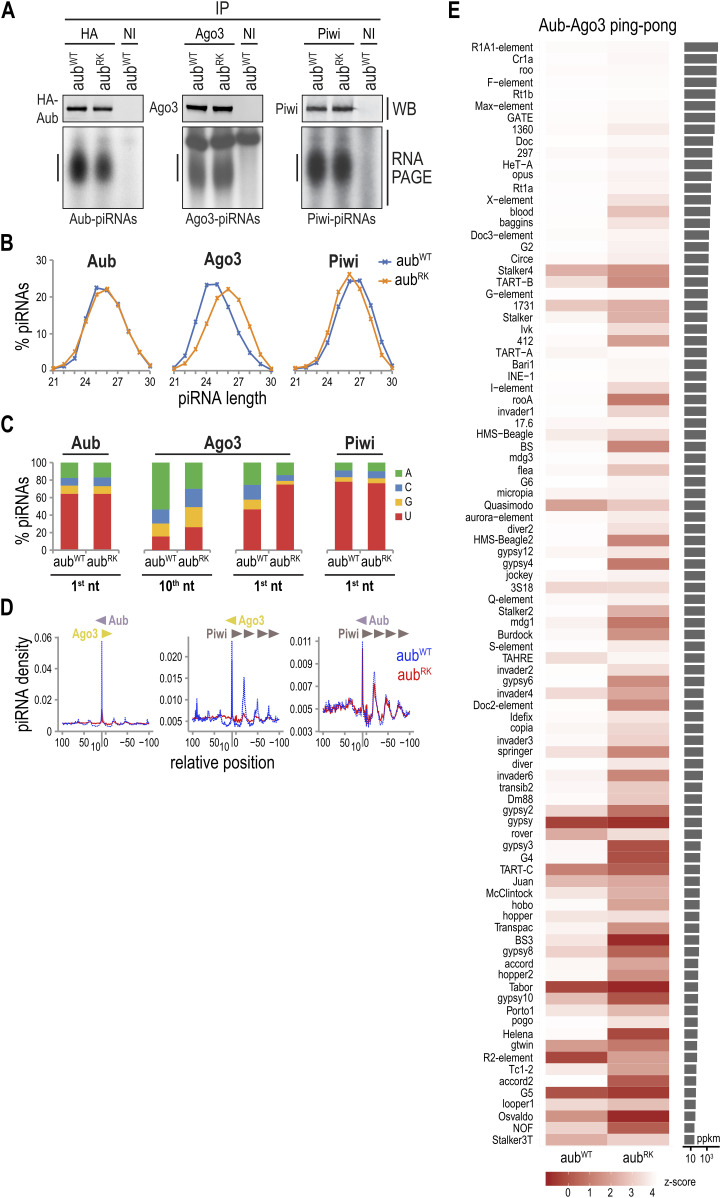
Intact primary piRNA biogenesis and Aub^RK^ piRNA loading but collapse of heterotypic ping-pong in *aub*^*RK*^. **(A)** Proteins (top) and bound piRNAs (bottom) of immunoprecipitated Aub, Ago3, and Piwi from indicated genotypes. *aub*^*WT,RK*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*WT,RK*^. NI, nonimmune serum. **(B)** piRNA length distribution. **(C)** piRNA nucleotide composition. **(D)** Relative position of piRNA 5′ ends bound to indicated proteins. **(E)** Heat map representing z-scores for a 10-nt overlap between Aub–Ago3 transposon aligning piRNA pairs in indicated libraries. piRNA transposons are ranked by mean total piRNA abundance. ppkm, piRNA pairs per kilobase per million. Source data are available for this figure.

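The order of the 94 transposons in the heat map of Fig 2E was compared with their mean CPM over the 9 Aub and Ago3 libraries. The Spearman correlation between both orders was 0.935, and 18 of the first 20 rows were also among the 20 most abundant. Over all 12 libraries, the most abundant transposons were roo (FBgn0000155) with a mean of 82589 CPM, R1A1-element (FBgn0003908) with 62673, Max-element (FBgn0063919) with 57466, F-element (FBgn0000652) with 55335, and GATE (FBgn0015945) with 50797. The counts were not divided by the lengths of the consensus sequences, which were not used here.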

### Methylation of Aub–NTRs is largely dispensable for piRNA amplification

By replacing Aub–NTRs with lysines, the RK mutant abolishes methylation but also changes the arginines. To examine in more detail the Aub–NTR methylation itself in piRNA biogenesis and amplification, we employed *csul*^*RM50*^, a genetic loss of function mutant of *Drosophila* PRMT5 (5, 7), and two short hairpin (sh) RNA knockdown lines, *csul*^*TRiP1*^ and *csul*^*TRiP2*^, generated by the Transgenic RNAi Project (TRiP). Germline knockdown of Csul was accomplished by driving shRNA expression with the triple Gal4 germline driver, which led to complete loss of Aub sDMAs in these flies (Fig 3A). WBs of ovary extracts from *csul* knockdown flies show reduction of Aub, Ago3, and Tud proteins (Fig 3B), similar to what we have previously reported for *csul*^*RM50*^ (5). Unlike Aub^RK^, nonmethylated Aub is found in nuage of *csul*^*i1*^, although at lesser amounts and forming a thinner and less granular perinuclear circle than methylated Aub; the same is true for Krimp, Ago3, and Tud (Figs 3C and S3). 

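The comparison rests on 4 libraries, 1 each for Aub and Ago3 from *csul* RM50 and from *w* ovaries of flies aged 2 to 5 d. *csul* (FBgn0015925), which encodes the PRMT5 methyltransferase of *Drosophila*, lies on chromosome 2R of the BDGP6 assembly from 16264652 to 16266959 on the plus strand. These libraries were made with another protocol and other Aub and Ago3 antibodies than those of *aub* RK and *aub* WT, and all of them with an adaptor that has no random barcode, so that both genotypes share the method but PCR duplicates remain. The authors deposited counts per transposon and orientation, as for the other libraries. The totals on transposons were 9052689 read copies for Aub *csul* RM50, 8892024 for Aub *w*, 8543745 for Ago3 *csul* RM50, and 9086040 for Ago3 *w*. Each condition had 1 library, and the differences between them have no replicate check.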

To characterize the impact of nonmethylated Aub in piRNA biogenesis and amplification, we sequenced and analyzed Aub-bound and Ago3–piRNAs from *csul*^*RM50*^ ovaries and compared them with those from *w* ovaries, expressing wild-type methylated Aub. We find that Aub piRNAs from *csul*^*RM50*^ ovaries display 1U preference and Ago3 piRNAs show a 10A bias, similar to those from *w* ovaries (Fig 3D). The 5′-5′ distance between Aub and Ago3 piRNAs in *csul*^*RM50*^ shows a peak at position 10 (red line), which is similar to that seen in *w* (Fig 3E) and similar Aub–Ago3 ping-pong z-scores for the various transposon classes (Fig 3F). These results indicate that nonmethylated Aub is still capable of assembling the piRNA amplification complex and engages in heterotypic Aub–Ago3 ping-pong for transposon control.

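Positions of 5′ ends and z-scores were not analysed here, and orientation and abundance were compared. Aub piRNAs were 21.6% sense in *w* and 31.5% in *csul* RM50, and Ago3 piRNAs 41.9% and 47.0%. The differences, 9.92 points for Aub and 5.13 for Ago3, exceeded counting error, and no second library of either genotype gives the spread between ovaries. In each genotype Ago3 piRNAs had a higher sense share than Aub piRNAs. Between genotypes, the Spearman correlation across 123 transposons was 0.907 for Aub and 0.913 for Ago3. Within a genotype, Aub and Ago3 libraries had correlations of 0.994 in *csul* RM50 and 0.990 in *w*. Aub piRNAs differed by more than 2-fold between genotypes for 49 transposons, 14 higher and 35 lower in *csul* RM50, and Ago3 piRNAs for 50, 11 higher and 39 lower. With DESeq2 size factors the splits were 23 and 18 for Aub and 19 and 19 for Ago3, and with identical reads counted once, a setting chosen after seeing the data, 24 and 23 transposons differed by more than 2-fold.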

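For single transposons with at least 50 read copies in both Ago3 libraries, the sense share in *csul* RM50 was lower than in *w* for 57 of 121 and higher for 64, with a median change of 0.90 points. The largest falls in Ago3 were in TART-C, from 57.5% to 29.3% sense, and in gypsy5 (FBgn0063432), from 37.5% of 1821 read copies to 9.64% of 1089. The largest rises were in blood, from 9.29% to 47.8%, and in hopper (FBgn0014967), from 29.6% to 62.4%. With identical reads counted once, a setting chosen after seeing the data, TART-C changed by −13.0 points and gypsy5 by −31.6. Under that setting the rises were 30.0 points for blood and 10.1 for hopper. In abundance, the median log2 fold change of all transposons was −0.60 for Ago3 and −0.57 for Aub. Relative to it, TART-B rose by 3.40 in Ago3 and 3.51 in Aub on the log2 scale, and gypsy by 3.25 and 3.49. TART-A and TART-C, which share the identifier of TART-B and can share its reads, went the other way, by −0.90 and −2.22 in Ago3 and −1.18 and −1.70 in Aub. The abundance of accord2 (FBgn0063782) changed by −3.27 in Ago3 and −3.13 in Aub, and that of transib3 (FBgn0063370) by −3.14 and −2.60, the latter from 1822 to 121 read copies in Ago3. From the 10A and 1U biases, the 5′-5′ distances, and the z-scores in *csul* RM50 and *w*, the paper concludes that nonmethylated Aub is still able to assemble the amplification complex and take part in heterotypic ping-pong.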

**Figure 3.**
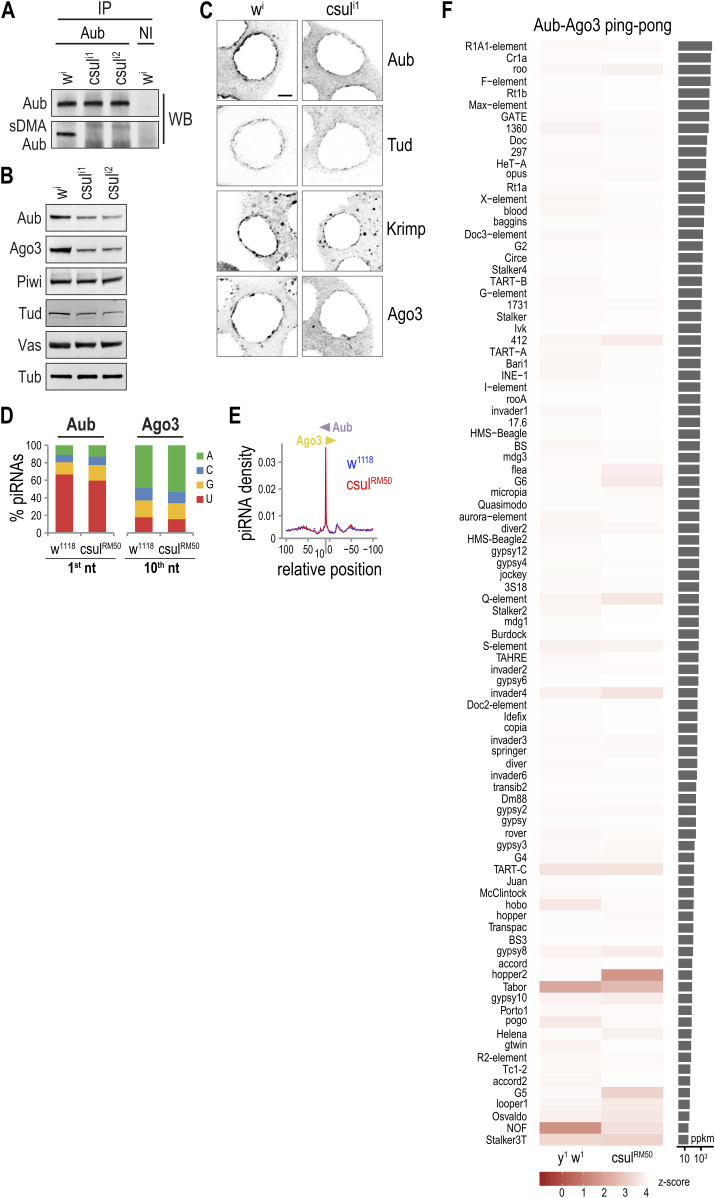
piRNA biogenesis and ping-pong are largely intact in the absence of sDMAs. **(A)** Western blot detection of immunoprecipitated Aub from ovary lysates of indicated genotypes. *w*^*i*^ = *MTD* > *w*^*TRiP*^, *csul*^*i1*^ = *MTD* > *csul*^*TRiP1*^, *csul*^*i2*^ = *MTD* > *csul*^*TRiP2*^. NI, nonimmune serum, sDMA-Aub is detected with SYM11 antibody. **(B)** Western blot detection analysis in ovary lysates from indicated genotypes. Tub serves as loading control. **(C)** Color-inverted confocal images depicting the localization pattern of indicated proteins (grey) in stage 5–8 egg chambers from indicated genotypes. Scale bar = 5 μm. **(D)** piRNA nucleotide composition. **(E)** Relative position of piRNA 5′ ends bound to indicated proteins. **(F)** Heat map representing z-scores for a 10-nt overlap between Aub–Ago3 transposon-aligning piRNA pairs in indicated libraries. piRNA transposons are ranked by mean total piRNA abundance. ppkm, piRNA pairs per kilobase per million. Source data are available for this figure.

**Figure S3.**
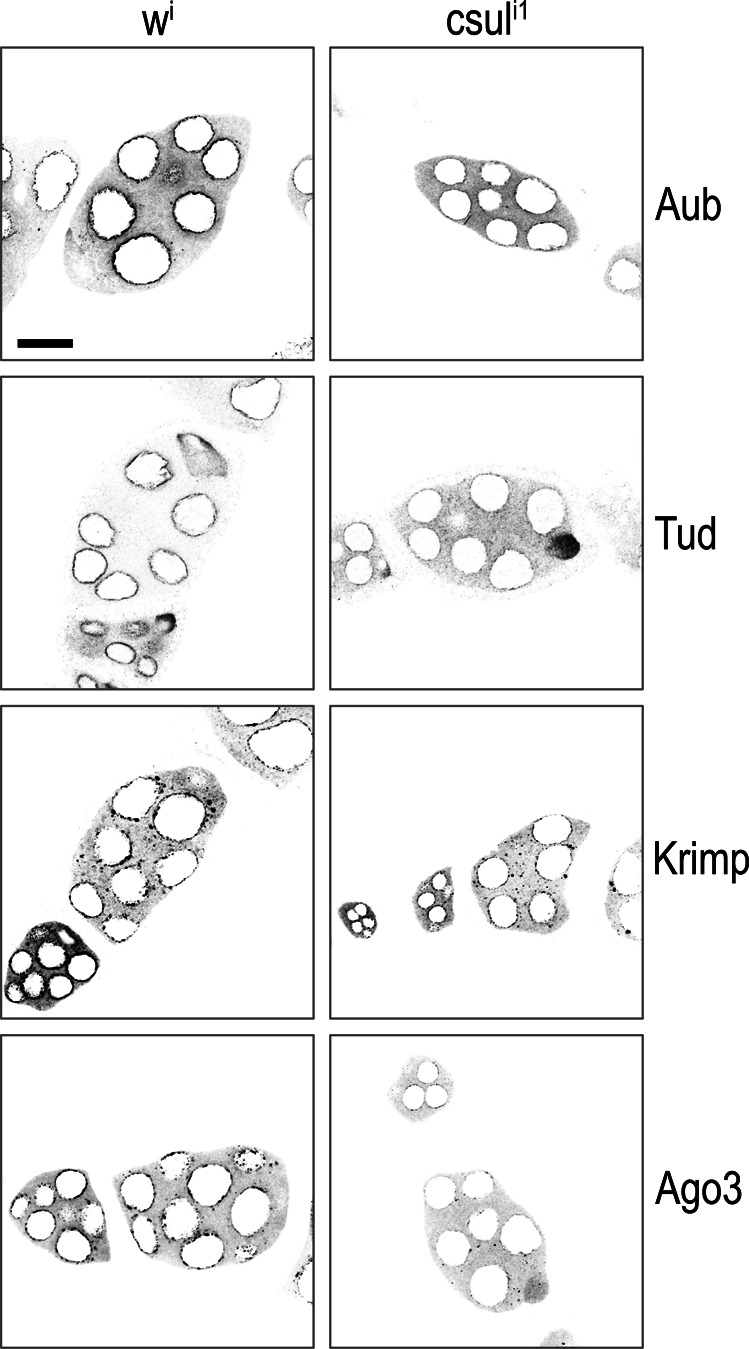
Minimal nuage is formed in *csul*. Color-inverted confocal images of Aub, Tud, Krimp, and Ago3 localization (grey) in stage 5–8 egg chambers from indicated genotypes. Zoomed-out versions from specimens depicted in main Fig 3C. *w*^*i*^ = *MTD* > *w*^*TRiP*^, *csul*^*i1*^ = *MTD* > *csul*^*TRiP1*^, *csul*^*i2*^ = *MTD* > *csul*^*TRiP2*^. Scale bar = 15 μm.

### Neither Aub^RK^ nor nonmethylated Aub can assemble germplasm resulting in sterile offspring

Aub and Tud are essential components of the mRNP granules that constitute the germplasm (43), which by IF appears as a thick crescent at the oocyte posterior. In the presence of endogenous Aub, Aub^RK^ localizes to the germplasm (Fig S4A), indicating that the RNA binding of Aub^RK^ is sufficient to recruit it to germplasm nucleated by endogenous Aub. In contrast, we find a drastic reduction of Aub and Tud at the oocyte posterior of stage 10 egg chambers in ovaries from *aub*^*RK*^ (which lack endogenous Aub) and *csul*^*i1*^, similar to that of *tud* (Fig 4A). As a consequence, PGCs are not induced and the viable offspring of mothers expressing Aub^RK^ or nonmethylated Aub never form a germline (Fig 4B).

**Figure S4.**
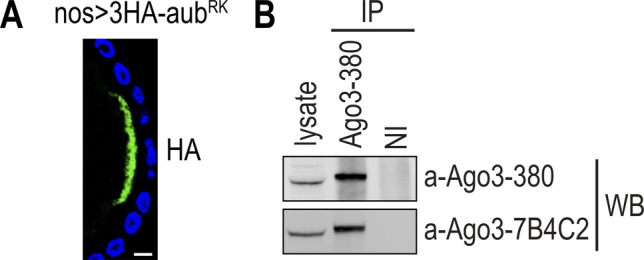
Aub^RK^ reclaims its original localization to germplasm when coexpressed with endogenous wild-type Aub. **(A)** Confocal image of Aub^RK^ localization (green), through HA epitope, at the posterior pole of a stage 10 egg chamber in *aub*^*+*^ background. Nuclei are stained with DAPI (blue). Scale bar = 10 μm. **(B)** Western blot detection of Ago3 from ovary lysate and Ago3-380 immunoprecipitated protein. Antibodies Ago3-380 (upper panel) and Ago3-7B4-C2 (lower panel) were used. NI, nonimmune serum.

**Figure 4.**
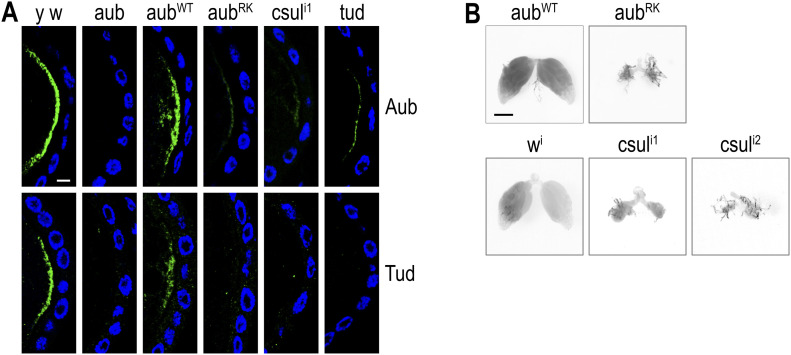
Germplasm does not form when Aub lacks sDMAs or when arginines are replaced with lysines, resulting in sterile offspring. **(A)** Confocal images depicting Aub and Tud localization pattern (green) at the posterior pole of stage 10 egg chambers from indicated genotypes. Nuclei are stained with DAPI (blue). *y w* = *y*^*1*^ *w*^*1*^, *aub* = *aub*^*QC42/HN2*^, *aub*^*WT,RK*^ = *aub*^*QC42/HN2*^; *nos* > *3xHA-aub*^*WT,RK*^, *csul*^*i1*^ = *MTD* > *csul*^*TRiP1*^, *tud* = *tud*^*1/*^*Df*(*2R*)*Pu*^*rP133*^. Scale bar = 10 μm. **(B)** Ovaries dissected from female adult offspring of indicated maternal genotypes. *csul*^*i2*^ = *MTD* > *csul*^*TRiP2*^. Scale bar = 100 μm.

## Discussion

Altogether our findings elucidate the role of Aub–NTRs and their methylation in transposon control and germplasm formation, in vivo. By replacing Aub–NTRs with lysines, essential interactions between Aub and Krimp and Aub and Tud are abolished, leading to collapse of piRNA amplification and transposon control, and of germplasm and germ cell specification, respectively. Although secondary piRNAs may induce the generation of additional primary piRNAs, our data align with previous reports (44, 45) that the amplification loop is not required for primary piRNA biogenesis. In addition, we provide in vivo evidence that the phased nature of primary piRNA processing may be decoupled from ping-pong, as previously suggested (39, 46).

*aub*^*RK*^ shows high embryo lethality because transposons are deregulated. The small percentage of embryos that achieve adulthood most likely represent escapers, where transposon overexpression did not reach a lethal threshold during oocyte nucleus maturation. The few embryos that survive give rise to agametic offspring because germplasm does not form and germ cells are not specified. The hypomorphic character of *aub*^*RK*^ allows us to dissect its pleiotropic role in the piRNA pathway and unmasks the grand-childless nature of the phenotype. Although this article was in the final stages of preparation, a preprint from the Aravin Lab (47 *Preprint*) showed a similar impact of Aub–RK mutant protein in piRNA amplification and elucidated the structural determinants of Krimp that build the piRNA amplification complex (47 *Preprint*).

By removing the methylation marks deposited by Csul in Aub–NTRs, we find that heterotypic ping-pong is largely intact, indicating that nonmethylated arginines are sufficient for interacting with Krimp, and likely other nuage TDRDs, to suppress transposons resulting in much higher embryo viabilities and normal somatic development of the offspring (6, 7). Aub regulates mRNAs in the embryo soma (48), and this function appears independent of Aub methylation and Aub–Tud interaction, given the viability and normal somatic development of *csul* and *tud* offspring. However, because nonmethylated Aub is unable to interact with Tud, germplasm does not form and offspring are agametic (Fig 4B). The biological significance of Aub–Tud interactions in germ granule assembly is further supported by the similar grand-childless phenotype of Tud loss of function. Somatic development in the absence of Tud still takes place, but germ granule mRNPs do not assemble, and PGCs are not induced (31). Among TDRDs, Tud has the largest number of eTUD domains that interact with sDMAs of Aub (33, 49). Along with Aub–piRNA binding of mRNAs (35), these multivalent interactions are critical for germ granule mRNP assembly. Our findings indicate that methylation of Aub–NTRs functions primarily to build germline mRNPs and may represent an evolutionary conserved pathway of germline mRNP formation. Notably, mammalian homologs of Aub and Tud, such as mouse Miwi (Piwil1) and mouse Tdrd6, are essential components of chromatoid bodies, which assemble in pachytene spermatocytes and round spermatids and are enriched in mRNAs (50). Miwi interaction with Tdrd6 is dependent on sDMAs of Miwi-NTR (9). It will be interesting to further explore the biological significance of such interaction in germline mRNP assembly in mammals.

## Materials and Methods

### Plasmid construction

WT and RK versions of *aub* were amplified with *PfuUltra* (Agilent) using previously published laboratory constructs as template (9) and the following primers CACCAATTTACCACCAAACCCTGTAAT and TTACAAAAAGTACAATTGATTCTGC. Amplicons were directionally cloned into pENTR/D-TOPO (Thermo Fisher Scientific) and recombined into Gateway vector pPHW (*Drosophila* Genomics Research Center). P-element–based *Drosophila* transgenesis followed (Genetic Services, Inc.).

### Fly husbandry

Flies were grown on standard cornmeal molasses at 25°C, with 70% relative humidity under a 12-h light–dark cycle. Virgin female flies were mated with *y w* males inside vials supplied with dry yeast for at least 2 d before downstream processing. A full list of lines used in this work is detailed in Table S3.

Table S3 List of *Drosophila melanogaster* fly stocks.

### Ovary immunofluorescence and confocal microscopy

Ovaries were dissected from 2- to 5-d-old flies inside cold Ringer’s solution (10 mM HEPES pH 6.9 with KOH, 130 mM NaCl, 4.7 mM KCl, 1.9 mM CaCl_2_). All wash and incubation steps required constant shacking in vertically placed tubes and were executed at room temperature, unless otherwise stated.

Grk, Tud, and Osk staining was based on reference 51 with minor modifications. Briefly, ovarioles were separated with fine forceps and fixed for 10 min. The fixative solution contained five volumes of n-heptane with 1 volume of devitalizing buffer (6.16% paraformaldehyde, 16.7 mM KH_2_PO_4_/K_2_HPO_4_ pH 6.8, 75 mM KCl, 25 mM NaCl, 3.3 mM MgCl_2_). After three rinses in PBS (10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_ pH 7.4 with HCl, 137 mM NaCl_2_, 2.7 mM KCl) and two more in PT_3_ (0.3% Triton X in PBS), the material was blocked in PBT_3_ (1% bovine serum albumin, 0.3% Triton X in PBS) for 2 h. Ovaries were incubated overnight at 4°C with appropriately diluted primary antibodies in PBT_3_ (Table S4). The next day, after three washes in PT_3_ for 30 min each, Alexa Fluor secondary antibody incubation followed for 2 h. Ovaries were subsequently washed three times in PT_3_ for 30 min, rinsed twice in PBS, and incubated with DAPI staining solution (1 μM DAPI in PBS) for 10 min. After two PBS washes for 10 min each, the material was mounted with ProLong Gold (Thermo Fisher Scientific) and stored in the dark.

Table S4 List of antibodies used for immunofluorescence.

Aub, HA, Krimp, Ago3, Qin, Vas, and Piwi staining was adopted from reference 52 with minor modifications. Whole mount ovaries were fixed strictly for 5 min. Fixative solution is detailed in the previous paragraph. Ovaries were rinsed three times in PBS followed by three rinses in PT (0.1% Triton X in PBS) and 1-h incubation in the same buffer. Next, ovarioles were separated with fine forceps and further incubated for 1 h in PT. The material was blocked in PBT (1% BSA, 0.1% Triton X in PBS) for 2 h and then incubated overnight at 4°C with primary antibodies diluted in PBT (Table S4). The next day, after eight washes in PBT for 15 min each, Alexa Fluor secondary antibody incubation proceeded overnight at 4°C. The third day, ovaries were washed eight times in PT for 15 min each, rinsed twice in PBS, and further processed with DAPI staining and mounted exactly as described in the paragraph above.

Preparations were imaged on the Leica TCS and illustrated as single Z-stacks. Each protein was studied under identical microscope settings to permit comparison of signal intensity between genotypes.

### Lysate preparation, Western blot, and antibodies

Ovaries from 2- to 5-d-old yeast fed flies were dissected in cold PBS and pooled in batches of 50. The dissected material was flash-frozen in liquid nitrogen and stored at −80°C. For lysate preparation and WBs, ovaries were processed, as previously described (46), with the addition of TCEP to 0.5 mM in RSB-200 buffer. Ago3-380 antibody was produced by immunizing rabbits with synthetic peptide IKKSRGIPAERENL conjugated to KLH via an amino-terminal cysteine, followed by affinity purification of sera over columns containing the immobilized peptide (Genscript). Ago3-380 successfully detected and immunoprecipitated Ago3 protein in ovary lysates (Fig S4B). Antibodies used for WBs are listed in Table S5.

Table S5 List of antibodies used for Western blot analysis.

### Immunoprecipitation and RNA isolation

100 ovaries per sample were used in Aub and Piwi IP experiments and processed, as previously described (46). For Ago3 IP experiments, we used 150 ovaries per sample with a slight modification in the protocol. Ovary lysates were first incubated with 4 μg Ago3-380 antibody for 2 h at 4°C and then mixed with buffer-equilibrated Protein G Dynabeads (Thermo Fisher Scientific) for 90 min at 4°C. The RNAs associated with immunopurified PIWI proteins were extracted with TRIzol reagent (Ambion) and dephosphorylated with Quick CIP (NEB) in CutSmart buffer for 10 min at 37°C. After enzyme inactivation for 2 min at 80°C, a T4 PNK (NEB) labeling reaction was set in 1× CutSmart buffer with the addition of DTT to 5 mM in the presence of ^γ32P^ATP. Reactions were run with 8 M urea 15% PAGE.

### Small RNA library construction

Aub, Ago3, and Piwi piRNA libraries from *y w*, *aub*^*WT*^, and *aub*^*RK*^ were constructed, as described in reference 46. Sequence information from a previously published *y w* ovarian Aub-IP library was retrieved from reference 35. Aub and Ago3 piRNAs from *w*^*1118*^ and *csul*^*RM50*^ were isolated and processed into libraries, as detailed in reference 5. A complete list of the libraries produced for this work is detailed in Table S6.

Table S6 List of piRNA libraries constructed, sequenced, and analyzed for this study.

### Read processing, alignment, and computational analyses

The 3′ end adaptor sequence was trimmed from all reads using Cutadapt with parameters -m 15 -e 0.25. For libraries with 8-nt random barcode at the 3′ end, an additional sequence collapsing step was performed to discard PCR duplicates. 

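The deposited counts are given both as read copies and as entries in which, by their column names and values, identical reads count once. In the 3 libraries with a barcode both counts were equal on every transposon and orientation, 252 pairs for Ago3 *aub* WT, 247 for Piwi *aub* WT, and 245 for the second Piwi *aub* RK library. In the 9 libraries without a barcode the read copies per entry ranged from 5.57 in the first Piwi *aub* RK library to 39.1 in Aub *aub* WT. Aub *aub* RK had 28.0, Ago3 *aub* RK 6.15, and Ago3 *y w* 7.60.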

In that step, identical reads were collapsed, and only one was retained using CLIPSeqTools (53). Afterward, the 8-nt barcode was removed. Reads were aligned to the *Drosophila melanogaster* genome (dm3) using STAR v2.4.2 using the following parameters: outFilterMultimapScoreRange 0, alignIntronMax 50000, outFilterIntronMotifs, RemoveNoncanonicalUnannotated, outFilterMatchNmin 15, outFilterMatch, NminOverLread 0.9, and sjdbOverhang 50. The reference gene model annotation file was downloaded from the University of California Santa Cruz (UCSC) genome browser database. Aligned reads were loaded into an SQLite3 database for further processing with CLIPSeqTools and were annotated based on whether they were contained in elements from RepeatMasker (downloaded from UCSC), ribosomal RNAs (extracted from UCSC gene model annotation), transfer RNAs (downloaded from FlyBase r5.57), piRNA clusters, and genes (from UCSC gene model annotation file). Reads were also aligned to consensus transposon sequences using STAR with the following parameters: outFilterMultimapScoreRange 0, alignIntronMax 1, alignEndsType EndToEnd, seedSearchStartLmax 20, outFilterMatchNmin 15, and outFilterMatchNminOverLread 0.95. The consensus sequences for transposable elements (v9.42) were downloaded from FlyBase. For ping-pong analysis, the relative position distribution for Aub–Ago3 transposon aligning piRNA pairs was calculated. Density values for all positions were converted to standard scores (z-scores). Heat maps demonstrate the z-score for the 10-nt overlap. piRNA transposons were ranked by mean total piRNA abundance.

## Data Availability

Sequencing data have been deposited into the Sequence Read Archive, project ID: GSE155874.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

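The data are 12 libraries of small RNAs bound to Aub, Ago3, or Piwi in *Drosophila* ovaries. The conditions were *aub* WT and *aub* RK for Aub, Ago3, and Piwi, *csul* RM50 and *w* for Aub and Ago3, and *y w* for Ago3. Each condition had 1 library, except Piwi *aub* RK with 2. Conditions were taken from the sample labels and Table S6, which also gives the 3′ adaptor of each library.

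The authors trimmed the adaptors with Cutadapt, collapsed identical reads in the 3 libraries with an 8-nt random barcode and removed the barcode, aligned the reads to consensus transposon sequences with STAR (end to end, best-scoring alignments), and deposited whole-number counts for each transposon and orientation, without normalization. Each file holds 2 such counts, read copies and entries that count identical reads once. The meaning of both was taken from their column names and values. Read copies were chosen as the main measure after the files had been seen, and entries are an alternative that was also chosen then. In libraries without a barcode read copies include PCR duplicates, and in the same libraries entries also merge identical piRNAs from separate molecules. A read that matches several consensus sequences equally well can be counted on each. The files also class 19 transposons as germline dominant, 10 as intermediate, and 6 as soma dominant, and leave 91 without a class.

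Counts of both orientations were summed and scaled to CPM by the library total on transposons. Between 1338017 (second Piwi *aub* RK library) and 47217032 (first Piwi *aub* RK library) read copies per library were on transposons. The smallest share the depth can show, 3 counts of the total, was at most 0.000224%. Sense shares were given Wilson 95% intervals, which cover counting error only and were at most 0.0731 points to either side. Abundances were compared as log2(CPM + 1) over the 123 transposons with a mean of at least 100 counts, by Spearman and Pearson correlations across transposons, which are not replicates, and by the number of transposons over 2-fold. For Piwi *aub* RK the mean of both libraries was used. Sense shares of single transposons were compared where both libraries had at least 50 counts. No p-value was computed for a difference between conditions, because at least 1 group of each comparison had a single library. Class medians were placed among 10000 random lists of the same size, drawn from the 20 transposons nearest in mean abundance to each member. Mixture weights came from a non-negative least squares fit of the shares of each transposon and orientation, rescaled to sum to 100%, with 1000 bootstrap draws over transposons.

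The transposons named are the 5 with the highest mean CPM over the 12 libraries and, for each of the 5 comparisons, the 2 with the largest rise and the 2 with the largest fall in abundance and likewise in sense share. The members of a list of 6 elements of the follicle cells, written down before their values were seen, were also set by that rule. TART-C, HeT-A, TAHRE, and the members of counts of 5 or fewer were chosen after their values were seen. Not all transposons the rule allows are named in the text.

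The alternatives were TMM normalization (edgeR 4.0.16) and DESeq2 1.42.0 size factors (R 4.3.3), a pseudocount of 10, no filter or a mean of at least 1000 counts, sense or antisense counts alone, minimum counts of 500 or 10 in both libraries, the median over transposons in place of pooled counts, leaving out roo, using the 94 transposons of Fig 2E, *y w* as the reference for Ago3 *aub* RK, and leaving out each Piwi *aub* RK library. Entries in place of read copies, and germline-dominant transposons alone, were added after seeing the data. A sense share was taken as unchanged when it stayed within the interval of the difference computed from both Wilson intervals, or for Piwi within 1 SD of the *aub* RK libraries. Correlations were judged against 95% bootstrap intervals over transposons (1000 draws), and numbers of transposons against 1.5 times. Fold changes of single transposons were judged against their counting error, or for Piwi against the SD of the *aub* RK libraries. The adaptor differs between the genotypes for Ago3 and within the Piwi *aub* RK pair, and *y w* is the wild-type Ago3 library with the same adaptor as *aub* RK.

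The comparisons were tested on simulated counts with 30 changed transposons in each of the 5 comparisons, and 30 of 30 were recovered with 0 false calls. A simulated mixture of 60, 25, and 15% was recovered as 59.9, 25.0, and 15.0%. The simulated counts held counting error alone, and the planted changes exceeded the 2-fold limit. The mixture was drawn from the same libraries that were fitted to it. Both tests therefore check the computation and not the variation between libraries, for which the Piwi *aub* RK pair gave 6 transposons over 2-fold. Gene positions are from the BDGP6 annotation, while the authors aligned to an earlier build. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. Read lengths, nucleotide composition, 5′-5′ positions, ping-pong z-scores, and reads on *flamenco* and *traffic jam* were not analysed here, because the counts per transposon do not hold them.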

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

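The mixture of libraries and the comparison of sense shares with both Piwi libraries were chosen only after the result they bear on was seen.

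The soma-dominant class of transposons, whose share of the reads the paper does not give, took 4.77% of the read copies of Ago3 *aub* RK (Wilson 95% interval 4.76 to 4.78), far above the smallest share the depth can show and above the wild-type Ago3 libraries, 0.483% in *aub* WT and 2.11% in *y w*. The intermediate class took 16.0% of Ago3 *aub* RK, against 3.50% in *aub* WT and 11.6% in *y w*. With identical reads counted once the shares in Ago3 *aub* RK were 4.50% and 14.9%. In Piwi *aub* RK the shares were 6.05% ± 0.139 and 19.4% ± 0.163 (SD, n = 2), and in Aub *aub* RK 0.603% and 7.44%. Relative to the median of all transposons, the median log2 fold change of the 6 soma-dominant transposons between Ago3 *aub* RK and *aub* WT was 2.47, and all 6 rose. Their uncentred median, 3.24, was at percentile 100 of the random lists. Against *y w* the relative median was 1.52, again at percentile 100, with 5 of 6 raised before centring and gypsy the exception. For Aub the relative median was 0.85 (percentile 99.6) and for Piwi 0.29 (percentile 81.3). Within this class the sense share was 1.31% in Ago3 *aub* RK, 7.70% in Ago3 *aub* WT, 15.3% in Ago3 *y w*, and 0.969% and 1.10% in the Piwi *aub* RK libraries.

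A candidate explanation is RNA of Piwi complexes in the Ago3 immunoprecipitate. Its test was the correlation of Ago3 *aub* RK with Piwi *aub* RK, which was higher than that with Aub *aub* RK by 0.0927. The soma-dominant share reached 78.8% of that in Piwi *aub* RK, but this share is part of the pattern to be explained and is not an independent test. In a mixture of Piwi *aub* RK, Aub *aub* RK, and Ago3 *aub* WT, Piwi *aub* RK took a weight of 74.7% (bootstrap interval 70.4 to 79.2), and the mixture accounted for 99.0% of the variance across transposons and orientations. Each of these values is what such RNA would give. A similar pattern could also arise if Ago3 itself were loaded with primary piRNAs, which is the explanation the paper gives for its Fig S2B. The paper describes the piRNA loading of Aub in *aub* RK as intact. The soma-dominant share of Aub *aub* RK was 0.603%, against 4.77% in Ago3 *aub* RK. Loading of Ago3 from the same piRNAs as Aub would not by itself give that share. With 1 library for each, counts per transposon do not settle which explanation holds. The *y w* Ago3 library, modelled in the same way from *aub* WT libraries, gave Piwi a weight of 55.4%, and that mixture accounted for 75.3% of the variance. The Ago3 *aub* WT library, modelled from Piwi *aub* WT, Aub *aub* WT, and Ago3 *y w*, gave Piwi a weight of 0%, with 74.9% of the variance accounted for. In that fit Ago3 *y w* took 68.1%. As *y w* was itself modelled with a Piwi weight of 55.4%, it can take up a Piwi-like part, and the 0% does not exclude one. The soma-dominant share limits the size of such a part. It was 0.483% in Ago3 *aub* WT and 4.93% in Piwi *aub* WT, with 1 library each, and a large Piwi part would have raised the former.

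A Piwi *aub* RK library under another label was also weighed. Of 118 transposons, the sense share in Ago3 *aub* RK was above both Piwi *aub* RK libraries for 61, below both for 21, and between them for 36, and its pooled sense share, 31.1%, was above both, 26.5% and 24.7%. With identical reads counted once it was 34.5%, between 35.0% in the first Piwi *aub* RK library and 24.7% in the second. In abundance, Ago3 *aub* RK was at least as close to the first Piwi *aub* RK library (Spearman correlation 0.995, 1 transposon over 2-fold) as the Piwi *aub* RK libraries were to each other (0.994, 6 over 2-fold). The second Piwi *aub* RK library has a barcode and 1338017 read copies. Ago3 *aub* RK and the first Piwi library have no barcode and far more read copies, 17211640 and 47217032, so these pairs are not alike. In the mixture Ago3 *aub* WT took 13.3% (7.24 to 17.9) and Aub *aub* RK 12.0% (4.81 to 20.7). With identical reads counted once these weights were 10.6% (4.24 to 16.8) and 12.5%, the latter with an interval that reached 0 (0 to 23.0). These values point both ways, and a changed label was neither shown nor excluded. The adaptor without a barcode, which Ago3 *aub* RK shares with *y w* but not with *aub* WT, left a difference of 17.0 points in sense share between *y w* and *aub* RK, against 8.10 points between *aub* WT and *y w*. With identical reads counted once these were 9.88 and 11.8 points, but that setting leaves the counts of *aub* WT, which has a barcode, as they are and changes those of *y w*, so the latter value mixes 2 ways of counting. A part of the adaptor in the difference from *aub* WT is not ruled out. Library size gives no such pattern by itself, since shares do not scale with depth and Ago3 *y w* was deeper than Ago3 *aub* RK. The transposon roo, the most abundant in Ago3 *aub* RK, took 8.77% there and 11.3% in Ago3 *aub* WT. Without roo the sense share difference between these libraries was −25.9 points. As roo is germline dominant, its share does not bear on the soma-dominant share. No other single transposon was left out, but all 6 soma-dominant transposons rose against *aub* WT. The pattern in *aub* RK cannot be told apart from RNA of Piwi complexes, a changed label, or, in part, the adaptor, and a biological origin remains a hypothesis.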

How the results depend on the processing

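All settings below were fixed before the data were examined, except counting identical reads once and using germline-dominant transposons alone, which were chosen after seeing the data. Among the values that answer a comparison, 82 stayed within the stated limits, 27 moved beyond them, and 1 reversed. Of the values for single named transposons, 46 stayed, 75 moved, and 3 reversed. The cause was not tested for any of these changes. Counting identical reads once changes only libraries without a barcode, so for Ago3 and Piwi of *aub* RK against *aub* WT it compares different ways of counting.

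For Aub and Ago3 the sense share limits are counting error alone and narrow, so most settings move these differences. For Piwi the limits are 1 SD of the *aub* RK libraries, and only counting identical reads once moved the difference beyond them. For Aub in *aub* RK against *aub* WT, 6.65 points became 0.16 as the median over transposons, 6.00 without roo, 6.71 on the transposons of Fig 2E, and 5.10 with identical reads counted once. For Ago3 the difference of −25.1 points became −14.4, −25.9, −24.9, and −21.7 in the same order, −23.6 on germline-dominant transposons, and −17.0 with *y w* as the reference. For Aub in *csul* RM50 against *w*, 9.92 points became 5.21 as the median, 9.22 without roo, 5.40 with identical reads counted once, and 14.4 on germline-dominant transposons. For Ago3 in *csul* RM50, 5.13 points became 0.90, 4.82, 1.69, and 8.61. All these kept their direction. The Piwi difference of −1.09 points reversed to 3.14 with identical reads counted once, and ran from −1.995 to −0.187 across the 2 fits that each left out one *aub* RK library. The SD of the Piwi *aub* RK libraries, 1.28 points, exceeds the main difference but not that between the libraries with a barcode, −1.995.

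Of the correlations, those of Ago3 *aub* RK moved with sense counts alone, to 0.967 with Ago3 *aub* WT and to a gap of 0.0185 between Piwi and Aub. The Piwi correlation was 0.970 and 0.972 when each *aub* RK library was left out. The correlation with the order of Fig 2E was 0.930 with identical reads counted once.

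Transposons over 2-fold for Ago3 *aub* RK fell from 59 to 35 with *y w* as the reference. For Piwi, 14 became 8 with a pseudocount of 10 and 25 with identical reads counted once, and 17 in both fits that left out one *aub* RK library, split 9 higher and 8 lower without the first and 13 and 4 without the second. With identical reads counted once, 49 became 24 for Aub and 50 became 23 for Ago3 in *csul* RM50 against *w*, and no pair of libraries of 1 condition gives a spread for this setting, since only the first Piwi *aub* RK library lacks a barcode and only its counts change. The soma-dominant and intermediate shares of Ago3 *aub* RK, 4.77% and 16.0%, became 4.50% and 14.9%.

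For Aub and Ago3 the split into higher and lower followed the scaling. Aub *aub* RK had 15 higher and 7 lower, with TMM 7 and 15, and with DESeq2 size factors 7 and 10. Ago3 *aub* RK had 56 and 3, then 37 and 14, then 28 and 30. Aub *csul* RM50 had 14 and 35, then 17 and 25, then 23 and 18. Ago3 *csul* RM50 had 11 and 39, then 17 and 23, then 19 and 19. The split for Piwi *aub* RK moved little, with 10 and 4, then 10 and 4, then 8 and 5. With identical reads counted once, Aub *aub* RK had 9 and 8, Ago3 *aub* RK 67 and 2, and Piwi 24 and 1. Under that setting Aub *csul* RM50 had 5 and 19 and Ago3 *csul* RM50 5 and 18, so these splits stayed uneven. With *y w* as the reference, Ago3 *aub* RK had 13 and 22.

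Of the named transposons, with *y w* as the reference the log2 fold change of P-element in Ago3 *aub* RK went from −1.18 to 2.77 and that of gypsy from 3.46 to −0.0677 (relative to the median of all transposons 0.09, without a change of direction), and the sense share difference of R1-2 from 29.2 to −11.2 points. For P-element, *y w* also lacks the *aub* transgene, which was made by P-element–based transgenesis.

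The numbers of transposons with a lower sense share stayed within 1.5 times, at 89 to 98 for Ago3 *aub* RK and 49 to 58 for Ago3 *csul* RM50. The order per kilobase of consensus was not run, because the lengths were not used here. No paired analysis was possible because no comparison had more than 1 library in both groups.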

Differences from the paper's values

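The paper states no value for a measure that was also computed here. The paper describes the Aub piRNAs of *aub* RK as the same as those of *aub* WT, without naming the measure meant. For Aub it reports similar lengths and the same uridine preference in these genotypes. Abundance per transposon and sense share are other measures. The values given next therefore do not test likeness in length or uridine preference. Here 22 of 123 transposons differed by more than 2-fold in Aub, against 6 between the Piwi *aub* RK libraries, and the sense share was 6.65 points higher in *aub* RK. As the median over transposons the sense share differed by 0.16 points. With identical reads counted once, a setting chosen after seeing the values, 17 transposons differed by more than 2-fold in Aub. Between the Piwi *aub* RK libraries 45 of 121 did under this setting. Only one library of that pair has a barcode, so the 45 mixes different ways of counting and gives no spread for this setting. Under the other settings the number for Aub ran from 17 to 24, and that between the Piwi *aub* RK libraries from 3 to 8 under the pseudocounts and filters with which the pair was recomputed.

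The first row of the heat map in Fig 2E, whose rows follow mean abundance, is R1A1-element, with roo on row 3. Here roo ranked 1 with 80597 CPM over the 9 Aub and Ago3 libraries, and R1A1-element ranked 2 with 64650.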

Other observations

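The tests of strain background were chosen only after their results were seen, and the test of the shades of Fig 2E was not.

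In Fig 2E the cells of *aub* RK are not evenly shaded. Read by eye, about 25 of the 94 rows were dark (low z-scores), about 21 intermediate, and about 48 pale, against about 80 pale rows in *aub* WT. A candidate explanation for the dark rows is the number of piRNAs behind each. In 68.7% of the pairs of a pale and a dark row the pale row had more Ago3 *aub* RK read copies, with medians of 92272 for pale and 52939 for dark rows (two-sided permutation test with 100000 permutations over rows, p = 0.0091). The ranges overlapped, 8894 to 1509246 against 3587 to 406104. For Aub *aub* RK the share of pairs was 89.6% (p = 1e-05, the smallest the permutations can give). The z-scores rest on Aub and Ago3 counts together, and how much of the shading depth accounts for was not settled. The sense share also differed, with medians of 15.8% for dark and 41.4% for pale rows in Ago3 *aub* RK and 24.2% and 41.5% in Aub *aub* RK, which was not tested and does not separate orientation from depth. Rows are not independent replicates, and no biological explanation was tested.

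The changes between *csul* RM50 and *w* were shared by Aub and Ago3, with a correlation of 0.966 across 123 transposons (Pearson 0.979), higher than the 0.463 between the changes of Aub and Ago3 in *aub* RK. Transposon content that differs between the fly stocks is a candidate explanation. Wild-type libraries of different stocks, Ago3 *y w* and Ago3 *w*, differed by more than 2-fold for 38 of 123 transposons, and Aub *aub* WT and Aub *w* for 59. Antibody and protocol differ in these pairs as well, and between Ago3 *aub* WT and Ago3 *y w*, which share the antibody, 68 differed. The adaptor differs in that pair, and 8 were higher and 60 lower in *aub* WT, with a median log2 change of −0.98. That count therefore holds a shift of most transposons in 1 direction, and it does not isolate the stock. Within *csul* RM50 and *w*, the Aub and Ago3 libraries differed by more than 2-fold for 0 transposons in *csul* RM50 and for few in *w*, among them HeT-A and jockey, named after their values were seen. The effect of *csul* cannot be told apart from that of the stocks.

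Changes of the TART elements are given relative to the median change of all transposons, which was 0.18 in Aub and −0.01 in Piwi of *aub* RK against *aub* WT, 0.98 in Ago3 of *y w* against *aub* WT, and −0.16 in Ago3 of *aub* RK against *y w*. TART-A, TART-B, and TART-C rose in Aub *aub* RK by 3.18, 3.36, and 2.62 on the log2 scale, and in Piwi *aub* RK by 1.83, 2.28, and 1.52, while the other telomeric elements HeT-A and TAHRE changed in Aub by −0.21 and −0.27. A candidate explanation is again the stock. In the wild-type *y w* Ago3 library the 3 elements were higher than in *aub* WT by 1.51, 2.20, and 1.94 (for TART-B 3.18 before centring), and against *y w* they changed in Ago3 *aub* RK by −0.14, −0.76, and −0.95. The adaptor also differs between *y w* and *aub* WT, so a response to *aub* RK cannot be told apart from the stock. The 3 elements share 1 FlyBase identifier, and reads may be shared between their consensus sequences.

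With both orientations summed, the wild-type Ago3 libraries differed in whether they were closer to Aub or to Piwi. Ago3 *aub* WT had a correlation of 0.965 with Aub *aub* WT and 0.891 with Piwi *aub* WT, and Ago3 *y w* had 0.872 and 0.936 with the same libraries. With sense counts alone both were closer to Piwi, Ago3 *aub* WT with 0.966 against 0.953 and Ago3 *y w* with 0.944 against 0.874. No test here separates the stock, the tagged transgene, and the adaptor as the reason.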
